A study of Mus musculus with 15 samples.

How the data were processed

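Neurons were isolated from the brains of male C57BL/6 control mice (WT) and male mice lacking Sarm1 (Sarm1 −/−), 7 days after a focal injection into subcortical white matter that induced a stroke, per the labels. The injected agent is given there as Lnio. Mice were 3 to 6 months old. Cells were sorted with magnetic beads by removing CD11b-positive cells and keeping NCAM-positive cells, and the amount of RNA was normalised to cell counts. RNA was extracted with the Qiagen RNeasy chemistry, and libraries were made with NuGEN Ovation Ultralow and KAPA HyperPrep kits, per the labels' protocols.

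The authors deposited a table of whole-number read counts per transcript, with one column per library, and these counts were not normalised, judged from whole numbers and column sums that differ between libraries. The aligner, the counting program, the genome build, the annotation and the handling of reads shared between transcripts are not given in the sources used here. The table held 63814 transcript identifiers in the form of UCSC known-gene identifiers, of which 49258 were at 0 in every library and 14556 had at least 1 count. The files do not pair these identifiers with gene names, and 0 of them matched the gene name tables of the reference used here. Every identifier therefore stands for a transcript whose gene is not named. The table held 0 columns belonging to no sample and 0 entries without an identifier. Of 5813 identifiers with 20 or more counts in total, 74 shared an identical set of counts with another identifier, so their reads cannot be assigned to one of them.

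The design fixed before the data were examined compared 7 Sarm1 −/− with 8 WT libraries as separate replicates with edgeR. Before any averaging, all 105 pairs of the 15 libraries were compared by a chi-square statistic divided by its degrees of freedom, over transcripts with 20 or more summed counts. A ratio near 1 means that 2 libraries differ by counting noise alone, and pairs with a ratio under 3 were joined. Counts of 7 joined pairs were summed and each pair was counted once, which left 8 samples, 4 per group. The comparison of the 8 samples is the one reported first, and the fit to 15 libraries is given beside it as the design originally fixed. Joining the libraries was a choice made after the data were examined, and it departs from the labels, which name every library as a biological replicate. A joined sample is named by the replicate numbers of its libraries.

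Counts were normalised by TMM and filtered with filterByExpr, and groups were compared with edgeR's two-sided quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with Benjamini-Hochberg adjustment and a false discovery rate (FDR) threshold of 0.05. Standard errors of log2 fold changes were taken as the absolute log2 fold change divided by the square root of the F statistic. CPM values, which are counts scaled to a common library total, are TMM-scaled where a transcript is named and scaled by total counts where the sharing of abundant transcripts is described. Sample measures were compared with two-sided exact permutation tests over all 4 against 4 assignments, whose smallest possible p is 0.0286. Intervals on shares are exact (Clopper-Pearson) at 95%. They are taken over numbers of transcripts as if transcripts were independent, so they cover counting error only and not the spread between the few samples. Transcripts expected at equal depth were computed by drawing each sample's counts without replacement down to the lowest sample total, and again, over counts outside the 6 most abundant transcripts, down to the lowest such count.

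The alternatives fixed along with that design were relative log expression and upper quartile scaling, no low-count filter, a stricter filter, DESeq2 1.42.0, limma-voom with sample quality weights (limma 3.58.1), the replicate number as a block, 1 surrogate variable (sva 3.50.0), leaving out each replicate, an FDR of 0.10 and a minimum fold change of 1.5. Alternatives chosen after seeing the data were the first library of each pair only, a filter at 1 CPM in 4 samples, TMM with singleton pairing, removal of the 6 most abundant transcripts, DESeq2 on filtered transcripts, limma-voom without sample weights, limma-voom with the pair as a random effect, equal counts outside the 6 most abundant transcripts, and total-count scaling for transcripts whose groups do not overlap. Groups were also regrouped in all 35 ways that split 8 samples into 4 and 4. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used for the other calculations.

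The fits were tested on simulated data for 1728 transcripts with the sample means and library sizes of the 8 samples and 200 changed transcripts. At the fitted dispersion, 0% of changes of 1 and 0% of changes of 3 on the log2 scale were called, against 30.5% of changes of 6 and 94.5% of changes of 9. At a dispersion of 0.1, 45.0% of changes of 1 and 99.5% of changes of 3 were called.

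The rule fixed in advance for naming genes applied to genes with a symbol, and no identifier had one. The 4 transcripts named instead were chosen after their values were seen, as those with the smallest p in each direction of the 8-sample and 15-library fits. The targeted gene Sarm1, 4 gene sets, cell type markers, sex-linked genes and the neighbourhood of Sarm1 were not analysed here, since they need gene names. The labels were therefore not checked against the level of Sarm1.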

Results

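RNA was sequenced from bead-sorted neurons of Sarm1 −/− and WT mice 7 days after a white matter stroke. Sarm1 encodes an enzyme that breaks down NAD and drives the degeneration of injured axons, and the comparison asks how the transcripts of neurons lacking it differ from those of WT neurons after stroke. The table held 7 Sarm1 −/− libraries, with total counts from 3088425 to 8062615, and 8 WT libraries, with total counts from 1129784 to 8635837. The targeted gene was not analysed here, because the files do not pair transcript identifiers with gene names.

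Libraries were first compared with one another. In 7 of the 105 pairs of libraries, the variance between both libraries was 1.39 to 1.78 times that of counting noise, with a highest chi-square p of 2.17e-13 among them. In the other 98 pairs the ratio ran from 216 to 1423, with a median of 511, and the lowest ratio among the 42 other pairs within a group was 285. All 7 close pairs were libraries of one group with consecutive replicate numbers. They were Sarm1 −/− replicates 1 and 2, 4 and 5, and 6 and 7, and WT replicates 1 and 2, 3 and 4, 5 and 6, and 7 and 8. Sarm1 −/− replicate 3 had no such partner. The second library of each pair held 0.889 to 0.911 of the total of the first. For transcripts with 10000 or more counts the ratio of the close pairs was higher, at 3.71 to 11.4, where that of the other pairs within a group was at least 3747. The close pairs thus differed by more than counting noise alone, and by far less than any other pair. Each was summed and counted as 1 sample, giving 4 Sarm1 −/− and 4 WT samples with totals from 2372026 to 16493691.

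**Figure D1:**
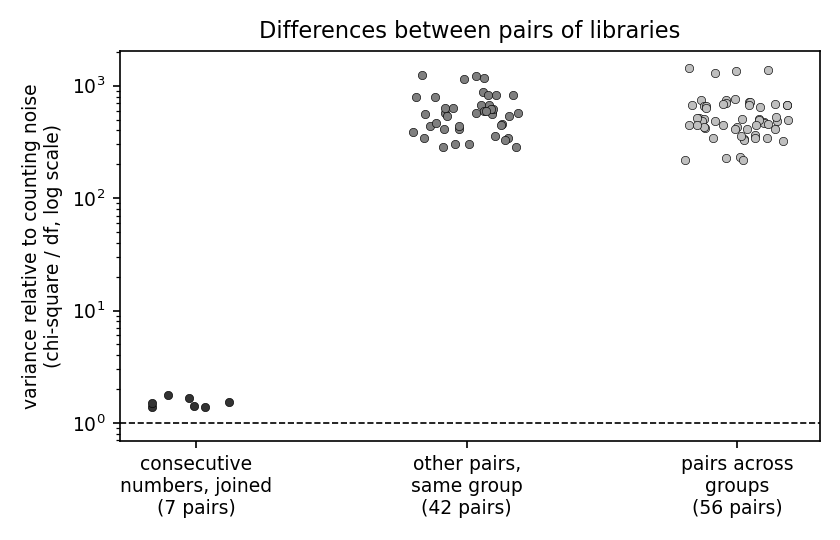
Variance between pairs of libraries relative to counting noise (chi-square divided by degrees of freedom, log axis), for the 7 joined pairs, the 42 other pairs within a group and the 56 pairs across groups. Each point is a pair and the dashed line marks counting noise alone. The joined pairs lie between 1.39 and 1.78, and the other pairs at 216 or above.

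A single transcript, uc009vev.1, held 58.8% to 80.1% of the counts of every sample, and the 6 most abundant transcripts held 73.5% to 92.4%. The counts outside those 6 ranged from 498422 to 1840799 per sample. The share of the 6 was 86.8% ± 8.63 (SD, n = 4) in Sarm1 −/− samples and 86.2% ± 8.54 (SD, n = 4) in WT samples (exact permutation test, p 0.714). Leaving out WT replicates 1 and 2 moved the difference furthest and changed its sign, to -3.62 percentage points. The share of uc009vev.1 was 70.1% ± 10.3 and 69.9% ± 5.95 (SD, n = 4 each; exact permutation p 1). Total counts were 9421023 ± 4210928 in Sarm1 −/− and 10483336 ± 6004310 in WT samples (SD, n = 4 each; exact permutation p 0.771). At a common total of 2372026 counts, 4283 ± 880 transcripts were expected in Sarm1 −/− samples and 4893 ± 2884 in WT samples (SD, n = 4 each; exact permutation p 0.857). That total leaves unequal counts for transcripts outside the 6. With 498422 counts outside the 6 drawn from every sample, 5231 ± 936 and 5692 ± 2104 transcripts were expected (SD, n = 4 each; exact permutation p 0.771). The number of transcripts holding 50% of the counts outside the 6 was 48.75 ± 39.7 and 31.5 ± 25.7 (SD, n = 4 each; exact permutation p 0.429). The p-values of the 5 measures, leaving aside that added calculation, were all 1 after Benjamini-Hochberg adjustment, and no difference exceeded the spread between samples.

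Abundant transcripts were mostly not shared between samples. Of 961 transcripts that reached 100 CPM in any sample, 738 did so in 1 sample only, which is 76.8% (exact 95% interval, 74.0% to 79.4%). Another 107 did so in 2 samples and 19 in all 8. At a minimum of 10 CPM, the choice that moved this share most, 63.1% of 3240 transcripts reached the minimum in 1 sample only and 57 in all 8. The largest number held by a single sample was 332, in Sarm1 −/− replicate 3, and the smallest was 24, in Sarm1 −/− replicates 1 and 2. Without Sarm1 −/− replicate 3 the share was 72.8%, outside that interval, which does not cover the spread between samples.

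**Figure D2:**
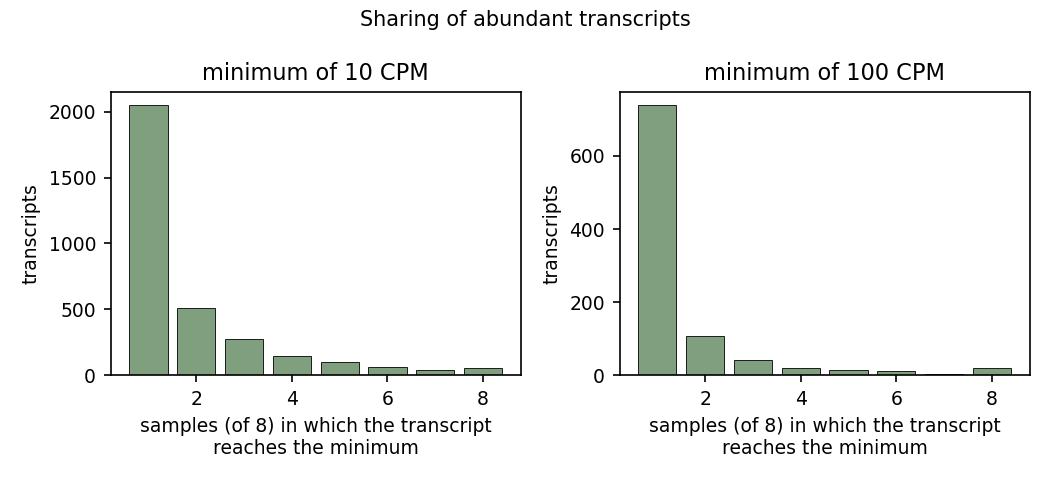
Number of transcripts (y axis) by the number of samples, of 8, in which they reach a minimum of 10 CPM (left) or 100 CPM (right). The bar for 1 sample is the highest in both panels, with 2046 and 738 transcripts.

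Whether samples of one group were more alike than samples of different groups depended on the setting, and the reported difference did not pass its test. Across 1728 transcripts, Pearson's correlation of log2 CPM averaged 0.403 among Sarm1 −/− samples, 0.498 among WT samples and 0.432 between groups. These correlations are across transcripts, which are not independent replicates. The mean within groups exceeded the mean between groups by 0.0187 (one-sided exact permutation test over the samples, p 0.171). With Spearman's correlation in place of Pearson's, the choice that moved it most, it was 0.0965 (one-sided exact permutation p 0.0571). Leaving out Sarm1 −/− replicates 6 and 7 gave 0.0619 (exact permutation p 0.0286), and leaving out WT replicates 5 and 6 reversed it, to -0.0102 (exact permutation p 0.657).

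The expression of 1728 transcripts was then compared between the 4 Sarm1 −/− and 4 WT samples. With edgeR's quasi-likelihood test, 0 passed an FDR of 0.05, the lowest adjusted p being 0.119, while 331 had an unadjusted p under 0.05. The common dispersion was 1.77, a biological coefficient of variation of 1.33, and the median standard error of a log2 fold change was 1.61. Other tools gave other counts on the same samples. DESeq2 called 162 transcripts, 79 higher and 83 lower in Sarm1 −/− samples, of which 75 were not among the 1728 tested by edgeR. It did not test the same transcripts as edgeR. DESeq2 gave a p to 11820 transcripts, but no adjusted p to 10552 of them, and no p to 2736 others with counts. Limma-voom with sample quality weights called 25, 5 higher and 20 lower, and 6 transcripts were called by both. Limma-voom without weights called 0, with 83 at an unadjusted p under 0.05. The alternative that moved the count most was the design fixed in advance, with 15 libraries as separate replicates. It tested 1175 transcripts with edgeR and called 289, with 158 higher and 131 lower in Sarm1 −/− libraries. All 289 had the same direction in the 8-sample fit, 177 of them with an unadjusted p under 0.05 and 0 past the FDR threshold there. Of the 1728 transcripts, 75 (4.34%) had groups that did not overlap in TMM-scaled CPM, 31 higher and 44 lower in Sarm1 −/−, where chance gives 2.86%. With CPM scaled by total counts the number was 29, with 22 transcripts separated on both scales. In simulated data with these sample numbers and the fitted dispersion, edgeR called 0% of changes of 3 on the log2 scale, 30.5% of changes of 6 and 94.5% of changes of 9. At a dispersion of 0.1 it called 45.0% of changes of 1 and 99.5% of changes of 3. Changes of 3 or less were thus not detectable by edgeR for transcripts as variable as the fitted dispersion, and are not shown to be absent.

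Among transcripts lower in Sarm1 −/− samples, uc007ecg.1 had the smallest p, with a log2 fold change of -9.30 (SE 2.43) and an adjusted p of 0.119 by edgeR. Its mean was 4.09 ± 4.10 CPM in Sarm1 −/− and 2568 ± 5128 CPM in WT samples (SD, n = 4 each). WT replicates 3 and 4 alone held 51835 counts of it, against 24 to 45 in the other WT samples and 17 to 51 in Sarm1 −/− samples, and without that sample the log2 fold change was -0.18. The 15-library fit gave uc007ecg.1 a log2 fold change of -9.18 and an adjusted p of 0.0126 by edgeR, and over the 20 alternatives that gave it a value, which leave out both DESeq2 fits, its adjusted p ran from 0.0126 to 0.959. Transcript uc009ccm.1 had the smallest p among those higher, with a log2 fold change of 8.42 (SE 2.59) and an adjusted p of 0.173 by edgeR. Its mean was 819 ± 1635 CPM in Sarm1 −/− and 2.39 ± 1.65 CPM in WT samples (SD, n = 4 each). Sarm1 −/− replicates 1 and 2 held 16596 counts of it, against 14 to 17 in the other Sarm1 −/− samples, and without that sample the sign reversed, to a log2 fold change of -0.57. Transcript uc009ccm.1 did not pass the low-count filter of the 15-library fit.

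The transcripts with the smallest p in the 15-library fit did not rest on a single sample. Transcript uc008elt.1 had 10, 74, 12 and 27 counts in the Sarm1 −/− samples and 4469, 117, 237 and 1838 in the WT samples, each in the order of their replicate numbers. Its log2 fold change was -6.33 (SE 2.37) with an adjusted p of 0.173 by edgeR in the 8 samples, and -6.58 (SE 1.39) with an adjusted p of 0.0117 by edgeR in the 15 libraries. Scaled by total counts, the groups of uc008elt.1 overlapped, with 11.7 CPM in Sarm1 −/− replicate 3 and 9.03 CPM in WT replicates 3 and 4. Transcript uc008ikl.2 had 45, 39, 48 and 80 counts in the Sarm1 −/− samples and 5, 2, 4 and 4 in the WT samples. Its log2 fold change was 3.65 (SE 1.46) with an adjusted p of 0.173 by edgeR in the 8 samples, and 3.93 (SE 0.76) with an adjusted p of 0.0117 by edgeR in the 15 libraries. Means of uc008elt.1 were 2.78 ± 1.86 CPM in Sarm1 −/− and 225 ± 315 CPM in WT samples, and those of uc008ikl.2 were 6.12 ± 2.81 and 0.477 ± 0.194 CPM (SD, n = 4 each). Both were called on the 8 samples by DESeq2 (adjusted p 0.00274 for uc008elt.1 and 0.0340 for uc008ikl.2) and by limma-voom with quality weights (adjusted p 0.0415 for each). Over the 22 alternatives run for each, the adjusted p ran from 0.000464 to 0.712 for uc008elt.1 and from 0.00301 to 0.818 for uc008ikl.2, with no change of direction.

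**Figure D3:**
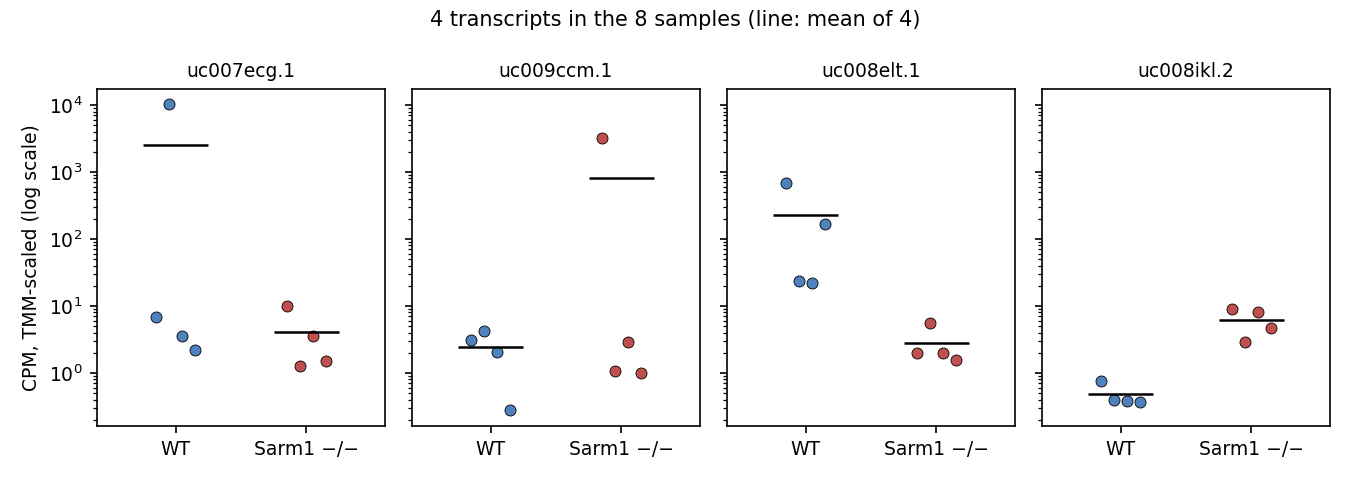
TMM-scaled CPM (log axis) of 4 transcripts in the 4 WT and 4 Sarm1 −/− samples, with a point per sample and a line at the mean. The WT mean of uc007ecg.1 and the Sarm1 −/− mean of uc009ccm.1 each rest on 1 sample, at 10260 and 3272 CPM, while the groups of uc008elt.1 and uc008ikl.2 do not overlap on this scale (by total counts, those of uc008elt.1 do).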

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

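The tests of sequencing sampling noise and of amplification were chosen only after the result was seen. In 20 groups of 4 values, 5 held a sample far from the other 3, where chance gives about 5% of groups. The 4 named transcripts were chosen by their small p-values, so such samples are not unexpected among them.

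Transcript uc007ecg.1 reached 10260 CPM in WT replicates 3 and 4, where the next WT sample held 6.91 CPM. Transcript uc009ccm.1 reached 3272 CPM in Sarm1 −/− replicates 1 and 2, where the next sample of the group held 2.85 CPM. Transcripts at 100 CPM or more were reached in 1 sample only in 76.8% of cases, so both follow a pattern seen in every sample. For 406 of the 738 such transcripts, counting noise in sequencing is argued against by the close agreement of paired libraries, with a median absolute log2 ratio of 0.0483. Pairs were joined because they agreed across transcripts, so part of this agreement is built in. The 332 transcripts of Sarm1 −/− replicate 3, which has no paired library, are not covered. The median log2 ratio to the next sample of the same group was 5.93 over 738 transcripts. Depth stays open, as neither test of it decided. Thinning every sample to 2372026 counts left the share at 76.3%, but 100 CPM is still 237 counts there, so thinning could hardly move it. Across the 8 samples, too few to exclude a relation, total counts and the number of such transcripts had a Spearman correlation of -0.0238 (permutation p 0.977) and a Pearson correlation of -0.189 (permutation p 0.682). Pearson's r was -0.546 (permutation p 0.296) without the 2 samples farthest from the median depth. Among the 738, the group of the next highest sample gave no sign of a genotype effect that raises the samples of a group together. Transcripts raised to 100 CPM in several samples of a group were left out by the selection, so they are not covered. Such transcripts occurred in every sample of both groups, 24 to 332 in Sarm1 −/− and 36 to 100 in WT samples. The next highest sample was of the same group for 36.2% of the 738 (exact 95% interval, 32.7% to 39.8%). Chance gives 42.9% if every other sample is equally likely to be next, which was not tested. Of the 35 splits of the samples, 21 gave as high a share. Leaving out the transcripts of each sample in turn gave 32.3% to 44.8%. Single transcripts among them are not covered by this. A test on 107 other transcripts, high in exactly 2 samples, does not bear on the 738. Of these 107, 42.99% lay in 2 samples of one group (exact 95% interval, 33.5% to 52.9%), where chance gives 42.9%. Amplification of few starting molecules may have made single transcripts abundant in single samples, and it stays open because the 76.8% is what suggested it and no value decides between it and real differences between animals.

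Transcript uc008elt.1 was at 5.55 CPM in Sarm1 −/− replicate 3, where the next sample of the group held 2.01 CPM. Transcript uc008ikl.2 was at 0.768 CPM in WT replicates 1 and 2, where the next WT sample held 0.396 CPM. The latter rests on 2 to 5 counts per WT sample, so counting error is large there. Both lie on the side nearest the other group. With TMM scaling they leave the groups apart, but scaled by total counts uc008elt.1 was at 11.7 CPM in Sarm1 −/− replicate 3 and 9.03 CPM in WT replicates 3 and 4, so its groups overlap there. No explanation was tested for either.

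The 6 most abundant transcripts held 73.5% of the counts in WT replicates 1 and 2, where the next WT sample held 88.8%. That sample also had the lowest total of the 8, at 2372026 counts, and the most transcripts with a count, at 9135. Sarm1 −/− replicate 3 had a similar share, at 74.2%, so the value is not peculiar to one genotype. No explanation was tested.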

How the results depend on the processing

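The alternatives that join libraries or keep only the first of each pair were chosen after the data were seen. So were those on sample measures and several on filters, scaling and tools. Leaving out each replicate in turn, as applied to the numbers of calls, was fixed with the design. Of 23 alternatives to the 8-sample edgeR fit, including 8 that each leave out a sample and the 15-library fit, 18 gave 0 transcripts past the FDR threshold, as the reported fit did. DESeq2 called 162, DESeq2 on filtered transcripts 147, and limma-voom with quality weights 25. Of the 1728 filtered transcripts, DESeq2 gave a p to 1166 only, so its calls come from another set than those of edgeR. With 15 libraries as separate replicates the count was 289. Leaving out each sample in turn gave 0 to 1, the 1 appearing without Sarm1 −/− replicates 6 and 7 with an adjusted p of 0.0443 by edgeR, where the lowest adjusted p ran from 0.0443 to 0.339 over the 8 omissions. The causes were not tested. Scaling moved the median log2 fold change of the 1728 transcripts between 0.12 and 0.52. Removing the 6 most abundant transcripts, which also changed the number tested to 1813, gave 0.57.

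For the 15-library fit, 24 of 30 alternatives stayed within 1.5 times of 289. Of these 24, 15 each left out 1 library, with 208 to 340 calls. Except for Sarm1 −/− replicate 3, the paired library stayed in the fit, so no sample was removed. Those omissions could hardly move the count and say little about its stability. A similar count was not always a similar list. Among these 24, relative log expression gave 308 calls (282 shared with the 289), but limma-voom with quality weights gave 361 (157 shared). The count was 2277 without a low-count filter, of which 131 were among the 289, 460 at 1 CPM in 7 libraries (281 shared), 958 with DESeq2 (228 shared) and 37 with limma-voom without weights (35 shared). Limma-voom with the pair of libraries as a random effect gave 0, so most of the fall from 289 came with the change from edgeR to limma-voom without weights, and the fall from 37 to 0 with the random effect. The replicate number as a block gave 1. Same-numbered libraries had deviations from their group means that correlated at 4.69e-05 to 0.120 across 1794 transcripts. These values are low, but differently numbered libraries were not compared in this way. Whether the numbers pair the samples is therefore not decided. Which step caused the other differences was not tested.

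Leaving out each sample in turn gave log2 fold changes of -0.57 to 9.17 for uc009ccm.1, reversed without Sarm1 −/− replicates 1 and 2. Uc007ecg.1 kept its sign but fell to -0.18 without WT replicates 3 and 4. Differences in 4 of the 5 sample measures (Sarm1 −/− minus WT) changed sign when single samples were left out. They ran from -3766084 to 941138 for total counts (184869 with the first library of each pair), -3.08 to 4.00 percentage points for the share of the most abundant transcript, -3.62 to 4.83 for the share of the 6, and -1345 to 683.7 for transcripts at an equal total, which was -460.9 with equal counts outside the 6. The number of transcripts holding 50% of the counts outside the 6 kept its sign in these omissions, at 2.83 to 28.8. The correlation within groups minus that between groups ran from -0.0102 to 0.0619 over the omissions, and was 0.0965 with Spearman's correlation. Samples that reversed a sign were WT replicates 5 and 6 (total counts, correlation), WT replicates 1 and 2 (both shares, transcripts at an equal total), and Sarm1 −/− replicates 1 and 2 and replicates 4 and 5 (both shares). The number of transcripts whose groups did not overlap was 29 with CPM by total counts. None of these differences passed its test in the 8 samples. Among the omissions, the correlation difference without Sarm1 −/− replicates 6 and 7 did (exact permutation p 0.0286, the smallest possible). The causes were not tested.

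Alternatives that needed gene names were not run: composition covariates, gene set tests, windows around Sarm1 and marker levels. With 4 samples per group the simulated test recovered 0% of changes of 3 on the log2 scale at the fitted dispersion and 99.5% at a dispersion of 0.1. Depth was not varied in the simulation, so what depth limits was not tested.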

Other observations

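The tests of paired libraries counted as separate replicates (summing each pair), of separate animals, of a library sequenced again, and of reads passed between libraries were chosen only after the result was seen. All 35 splits of the 8 samples into 4 and 4 were refitted with edgeR. The real groups gave 0 transcripts past the FDR threshold, which all 35 splits match by necessity, so that count tests nothing. The highest count over the splits was 3. For transcripts with an unadjusted p under 0.05, 10 of the 35 splits gave as many as the real 331. For transcripts whose groups did not overlap, 9 of the 35 splits gave as many as the real 75 in TMM-scaled CPM. For DESeq2 on filtered transcripts, 12 of the 35 splits gave as many as the real 147. Chance cannot be excluded for these 3 counts.

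For limma-voom with quality weights, only the real split, 1 of the 35 splits, gave as many as 25 transcripts, and the next highest gave 16. That is the smallest share 35 splits can give, and chance is excluded by it only if this count is taken alone, not over the 6 counts examined. The count depended on single samples and on scaling. It was 148 without Sarm1 −/− replicates 6 and 7, 83 without WT replicates 7 and 8, and 0 without any one of the other 6 samples. It was 15 with relative log expression, 18 with TMM with singleton pairing and 0 with upper quartile scaling. The sample weights ran from 0.241 to 3.22. They were 2.53 and 2.79 in Sarm1 −/− replicates 1 and 2 and replicates 4 and 5. In WT replicates 1 and 2 and replicates 3 and 4 they were 2.94 and 3.22. The rest were at most 0.597, so the calls leaned mostly on those named samples. Both omissions that raised the count left out a sample with a low weight, 0.278 for Sarm1 −/− replicates 6 and 7 and 0.241 for WT replicates 7 and 8. A genotype difference may underlie these calls, but with 6 counts examined and this dependence it is a hypothesis only.

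With 15 libraries as separate replicates, 9 of the 35 splits that kept pairs together gave as many as the real 289 calls. The splits gave 141 to 395, with a median of 214, so arbitrary groups of these samples also gave well over 100 calls. Counting paired libraries as separate replicates is a candidate explanation. That 0 calls were left when each pair was summed decides nothing, since the 8-sample fit gave at most 3 calls in any split. Data were also simulated for 1728 transcripts with no difference between groups. Splitting samples into 15 libraries gave a median of 4 calls there (0 to 15 over 20 draws), while the 8 samples gave 0. The real 15-library fit tested 1175 transcripts. In the simulated 8 samples a median of 3.1% had an unadjusted p under 0.05, against 15.2% in the 15 libraries split from them. Counting pairs separately thus raised the number of small p-values where no difference existed. In the real 15 libraries, limma-voom with the pair as a random effect estimated a correlation of 0.970 within pairs. Over the real splits of the 8 samples, a median of 295 of 1728 transcripts had an unadjusted p under 0.05. For the 8 samples, the simulation thus gave fewer small p-values than arbitrary groups of the real samples. How much of the 289 comes from counting pairs separately is therefore undecided, and what else contributes was not tested.

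The 7 close pairs of libraries do not behave as separate animals would, although the labels name every library as a biological replicate. Other pairs within a group differed by at least 285.3 times counting noise, while the 7 pairs differed by at most 1.777 times. For transcripts with 10000 or more counts the 7 pairs differed by 3.71 to 11.4 times, and the other pairs within a group by at least 3747 times. A single library sequenced in 2 runs, or libraries made from the same RNA, may explain this. The variance ratios do not separate these. They lie above counting noise alone, most of all at abundant transcripts, but far below those of any other pair within a group. The totals bear on it. In all 7 pairs the second library held 0.889 to 0.911 of the first, while totals of the first ran from 1242242 to 8635837. Libraries made separately would each need to reach that same share, which argues against them without excluding them.

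At 1099 transcripts with at least 200 counts in one sample and at most 5% of that in the next, the median count in the other samples rose with the count in the high sample (Spearman's rho 0.656 across transcripts, which are not independent replicates). The median of the other samples was 2 counts for 727 transcripts with 200 to 1000 counts in the high sample, 7 for 344 with 1000 to 10000, and 29.5 for 28 with 10000 or more. The ceiling of 5% on the next sample rises with the high count, so the selection builds in part of this relation. Reads passed between libraries during sequencing or preparation could produce this, and so could low true expression in every sample, so both stay open. Whether passage favoured libraries of the same group is not decided. Of the transcripts, 44.68% had more counts in the other samples of the same group. The median of the mean counts was 3 there and 3.25 in samples of the other group. These counts come from samples with different totals, and no value expected without such passage was computed.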
